A study of Mus musculus with 67 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

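The authors hybridised radiolabelled cDNA from each cortex to filter A of a pair of mouse cDNA filters, exposed it to imaging screens and extracted spot intensities with ArrayPro. The deposited values are a score per spot, which the authors made by z transformation within each array, so each of the 67 arrays has mean 0 and SD 1 over its spots. Whether intensities were log-transformed before that step is not known, so differences are given in z and not as folds. All values come from these deposited z-scores. Arrays were matched to groups of age, diet and sex by their titles and characteristics. The free-text description of 1 array, replicate 2 of the 24-month males fed ad libitum, is that of a 1-month mouse; its title and characteristics match each other and were followed, so its group carries a doubt, and leaving it out kept every limma count of probes at 0, with ribosomal proteins from 6 to 24 months past camera at adjusted p = 0.0325 (adjusted p = 0.736 with an estimated correlation). The running number of each array was read from its title. Gene symbols came from the platform table, brought up to date with a table of mouse genes. Of the probes, 4788 had a single symbol, 212 several and 3448 none.

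A probe was tested where its mean z over the arrays of the fit was above 0, which kept 3976 probes in the 57 adult arrays and 3967 in the 40 arrays of mice fed ad libitum. Limma 3.58.1 in R 4.3.3 was fitted with a mean per group over the 12 adult groups, sexes averaged with equal weight, and tests were two-sided with Benjamini-Hochberg adjusted p < 0.05. The comparison of 1 and 6 months used the 8 groups fed ad libitum. Interactions used limma's moderated F-test. Beside limma, a z-ratio rule of the published methods was applied to the same values: mean z above 0, a difference above 1.5 SD of all differences, and p under 0.05 both in a plain two-group test and in an analysis of variance, with no adjustment.

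Gene lists, 28 in number, covered pathways, cell types and neighbouring tissues. Their genes were each given the mean of their probes. The 14 lists with at least 5 genes kept were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists of a contrast. Single genes of a list were also adjusted over the list alone. These values were not corrected across lists and contrasts, so some such passes can arise by chance. Genes were to be named from those past adjusted p < 0.05 with a single proper symbol and the same sign in both sexes. Where fewer than 5 passed, the rule named the 5 probes with a single proper symbol and the smallest p, given as not passing. It also named up to 4 members of each list with the smallest p, the sex chromosome markers and the genes discussed in the published account. The design, the lists, the named-gene rule and the other settings of the next paragraph, up to those named as added, were chosen before the data were examined.

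The other settings were no filter on dim probes, quantile normalization, array weights, a trended robust prior, all 67 arrays in a single fit, the mean of the probes of a gene, the running number in 5 blocks, the z-ratio rule and leaving out each array. The fits with the step between numbers 45 and 46 as a covariate, alone or with array weights or centred spot classes, the fits within each set of arrays and those without array 67 were added after the arrays were seen. The simulations of opposite change under restriction were raised in number from 100 to 1000 after their first result was seen, because the share as large as the observed one moved with the random seed.

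The scripts were tested on simulated data with known answers, drawn with the spread of the real probes. Each draw changed 200 probes, with differences of 0.25, 0.5 and 1 z mixed. From 16 to 24 months a difference of 0.25 z was found for 40.7% of changed probes, 0.5 z for 75.5% and 1 z for 95.8%, with 0.8 false calls per draw. With the step as a covariate the shares were 75.2%, 99.9% and 100%, with 5 false calls per draw. For the sexes they were 70.9%, 94.0% and 100%, and with the step 98.5%, 100% and 100%. Large differences in a draw ease the adjusted threshold for small ones, so the shares for 0.25 z may be too high for the data. There the largest difference from 16 to 24 months was 0.409 z and the median 0.064 z. Camera and fry found the synaptic vesicle list when shifted by 0.2 z in 10 of 10 draws and when unshifted in 0 of 10. No other list and no smaller shift was tried. The largest list mean in the data was 0.0665 z, so this test does not show whether a shift of that size would be found. Over probes, the 95% CI of a difference had a median width of 0.158 z on each side for the adult age contrasts. From 1 to 6 months it was 0.160 z. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.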

Results

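Gene expression was measured in the cerebral cortex of 67 C57BL/6 mice, with 1 array per mouse. Each array was filter A of a pair of mouse cDNA filters, hybridised with radiolabelled cDNA. Mice fed ad libitum (AL) were sampled at 1, 6, 16 and 24 months, and mice on caloric restriction (CR) at 6, 16 and 24 months, with males and females in every group. The 14 groups held 5 mice each, except restricted males of 6 months (4) and of 24 months (3). By age there were 10 mice of 1 month, 19 of 6 months, 20 of 16 months and 18 of 24 months. Ages ran from 17 to 44 days, 169 to 194 days, 472 to 499 days and 673 to 743 days. The number of arrays limits the precision of every value.

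Values are z-scores within each array, so a difference of 1 is 1 SD of the spots of an array. Array medians lay between -0.12 and -0.03. Pearson's r between arrays, across spots, had a median of 0.922 and ran from 0.360 to 0.987 (spots are not independent replicates). A spot, called a probe here, was tested where its mean z was above 0. That left 3976 probes of the adult arrays, 47.1% of spots, of which 2023 carried a single gene symbol and stood for 1830 genes.

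The arrays fell into 2 sets along their running number. The first principal component held 74.5% of the variance and averaged -0.0834 ± 0.0177 (SD) over the 45 arrays numbered 1 to 45 and 0.170 ± 0.0402 over the 22 arrays numbered 46 to 67. The sets did not overlap in any of the 14 groups, and each group had arrays on both sides. Of the 3976 probes, 2819 (70.9%) differed between the sets by limma at adjusted p < 0.05. Each of the 9 contrasts below is therefore given with its values within each set, which the 3 interactions are not. The shift was arranged by spot number: taking the spot number modulo 22, class 14 shifted by -1.0 and class 4 by 0.472, and the 22 classes of 384 spots explained 62.3% of the shift.

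**Figure D1:**
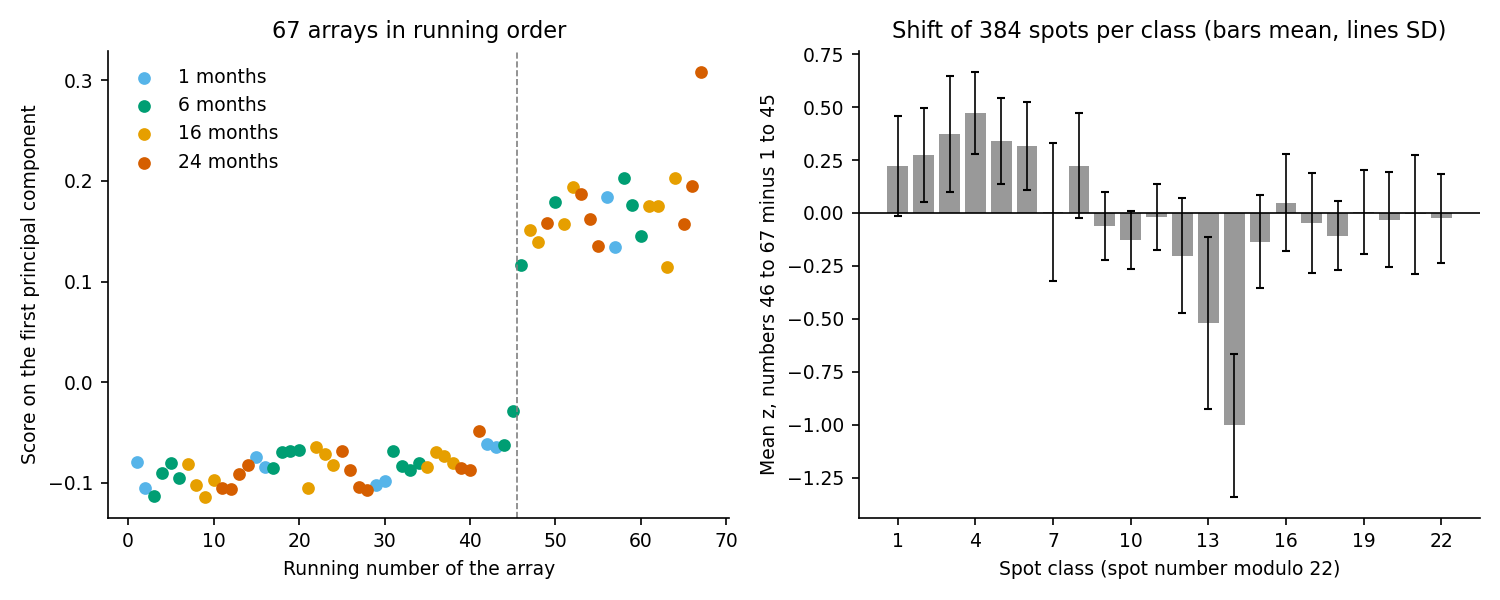
Score of each of the 67 arrays on the first principal component against its running number, coloured by age (left), and mean shift in z between arrays 46 to 67 and arrays 1 to 45 for each of the 22 spot classes, with the SD over 384 spots (right). All arrays above number 45 score at least 0.115 and all others at most -0.0288.

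Probes of the same gene agreed poorly. Across 1114 pairs of probes from 713 genes, Pearson's r of the mean z was 0.128 (95% CI 0.0698 to 0.185). The 6 probes of Hsp90aa1, a cytosolic heat shock protein, had mean z from -0.635 to 0.764. Different cDNAs of a gene need not hybridise to the same level, but their residuals over arrays agreed little as well, with a median r of 0.0618 against -0.0114 for random pairs. Most genes picked singly are therefore given with a spot number, and members of gene lists with the mean of their probes.

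From 6 to 16 months in mice fed ad libitum, the question was which genes differ between young adult and middle-aged cortex. Acot2 (spot 8388), a mitochondrial acyl-CoA thioesterase, differed by -0.175 ± 0.0699 (SE), with a mean z of 0.195 ± 0.117 (SD, n = 10) at 6 months and 0.0200 ± 0.202 (n = 10) at 16 months. Slc25a33 (spot 8406), a mitochondrial nucleotide carrier, differed by -0.173 ± 0.0701, and Rgs12 (spot 7917), a regulator of G-protein signalling, by -0.165 ± 0.0668. Cdc5l (spot 1175), a splicing factor, was higher at 16 months by 0.134 ± 0.0539 and Cyb5r3 (spot 3489), a cytochrome b5 reductase, by 0.122 ± 0.0489. Unadjusted p for these 5 genes lay between 0.0158 and 0.0172, and adjusted p was 1 for each.

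Among gene lists fixed beforehand, glycolysis and citrate cycle genes had 11 of 13 measured members higher at 16 months, with Dlat, a subunit of pyruvate dehydrogenase, differing by 0.213 ± 0.0998. Camera gave this list adjusted p = 0.204, and adjusted p = 0.489 with an estimated correlation. Ribosomal proteins had 11 of 12 members higher (camera adjusted p = 0.464 for the list), with Rps15 at 0.0700 ± 0.0671, but the list mean of 0.0392 went to -0.00177 (95% CI -0.0673 to 0.0638) with the step as a covariate. Neural development genes had 7 of 8 members lower, including Nes, the intermediate filament nestin, at -0.0570 ± 0.0685.

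By limma, 0 of 3976 probes passed adjusted p < 0.05 between 6 and 16 months, and 41 had unadjusted p < 0.05 (12 higher, 29 lower). With the step as a covariate there were 108 (26 higher, 82 lower). Ideal p-values would give 199 by chance, but regroupings of the same arrays gave fewer. Their median was 77 probes, or 48 where arrays were exchanged only within the sets, and 126 with the step as a covariate. The z-ratio rule passed 39 probes (6 higher, 33 lower) and 0 after Benjamini-Hochberg adjustment. Within arrays 1 to 45 alone, 99 probes had unadjusted p < 0.05 and within arrays 46 to 67, 25; the difference had the same sign in both sets for 51.3% of probes (r across probes 0.0479).

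From 16 to 24 months in mice fed ad libitum, the comparison asked which genes differ in old cortex. Of the probes with unadjusted p < 0.05, 262 were lower at 24 months and 6 higher. With the step as a covariate the split was less one-sided, at 363 lower and 211 higher. Array 67, a 24-month female in this comparison, had the lowest median correlation with the other arrays, at 0.491 (next lowest array 0.659). The split may rest in part on that array. Hnrnpc (spot 1124), which binds pre-mRNA in the nucleus, had a mean z of 0.138 ± 0.126 (SD, n = 10) at 16 months and -0.0440 ± 0.132 (n = 10) at 24 months, a difference of -0.182 ± 0.0564 (SE, unadjusted p = 0.00228). Paip2 (spot 1188), a repressor of translation, differed by -0.201 ± 0.0661 and Nol7 (spot 2124), a nucleolar protein, by -0.234 ± 0.0744. Mark3 (spot 2176), a kinase acting on microtubule-associated proteins, differed by -0.206 ± 0.0653, and the potassium channel gene Kcnk6 (spot 2220) by -0.179 ± 0.0569. All 5 had adjusted p = 0.735, and each was lower at 24 months in both sexes and in both sets of arrays. They were picked for small p in these same arrays, so this agreement is not independent evidence.

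Nlk, the nemo-like kinase, acts on Wnt signalling and was measured by 2 probes that went opposite ways. Spot 166 differed by -0.15 ± 0.0497 (unadjusted p = 0.00409) and spot 6713 by 0.154 ± 0.105 (unadjusted p = 0.148). With the step as a covariate, unadjusted p by limma was 0.00529 at spot 166 and 0.00638 at spot 6713. Tnks1bp1 (spot 650), a tankyrase-binding protein, differed by -0.135 ± 0.0629 (unadjusted p = 0.0370), and Uchl1 (spot 5317), a neuronal ubiquitin hydrolase, by -0.118 ± 0.0501 (unadjusted p = 0.0227). These genes were picked because the published account discusses them in these mice, so their direction is not independent evidence. Of the 8 measured genes of that kind, each taken as the mean of its probes, 7 were lower at 24 months. The other was Nlk, whose rise at spot 6713 exceeded its fall at spot 166. Probes of Hsp90aa1, counted among the lower genes, also went both ways.

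Among the fixed lists, Wnt signalling genes averaged -0.0554 (95% CI -0.101 to -0.0102) from 16 to 24 months, with 6 of 8 members lower, and Btrc, a ubiquitin ligase subunit that targets beta-catenin, differed by -0.189 ± 0.0691. With the step as a covariate 1 member of this list passed when adjusted over the list alone, against 0 without it. Synaptic vesicle genes averaged -0.0349 (95% CI -0.0678 to -0.00189), with 11 of 15 lower, among them Nsf at -0.0920 ± 0.0512 and Snap25 at -0.125 ± 0.111. Both lists had fry adjusted p = 0.230. In the ubiquitin and proteasome list 21 of 30 members were lower, with Ube2l3 at -0.190 ± 0.0824 and the proteasome subunit Psma4 at -0.126 ± 0.0597. Of 12 respiratory chain genes 7 were lower, with Ndufa10 at -0.149 ± 0.0628, and of 13 glycolysis and citrate cycle genes 9, with citrate synthase, Cs, at -0.148 ± 0.0548. Cell cycle genes had 11 of 13 lower. Neural development genes had 6 of 8 higher (camera adjusted p = 0.339), with Basp1 at 0.0750 ± 0.0451.

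Few cell type markers had a probe among those tested. Of 4 neuron markers, Stmn3 (-0.213 ± 0.0812), a regulator of microtubules, and Uchl1 were lower at 24 than at 16 months. Both passed when adjusted over the list alone (adjusted p = 0.0463 for each), with no correction across lists and contrasts. By limma over all probes 0 of the 4 passed, and these 2 had unadjusted p < 0.05. Snap25 differed by -0.125 ± 0.111 and Tubb3 by 0.00400 ± 0.0701. Of 4 astrocyte markers 0 passed, with Glul, glutamine synthetase, at 0.124 ± 0.0637 and Cst3 at -0.00700 ± 0.0550.

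By limma, 0 of 3976 probes passed adjusted p < 0.05 between 16 and 24 months, and 268 had unadjusted p < 0.05. The z-ratio rule passed 75 probes (2 higher, 73 lower), or 0.888% of spots, and 0 after Benjamini-Hochberg adjustment. Unadjusted p was under 0.05 for 148 probes within arrays 1 to 45 and for 423 within arrays 46 to 67; the sign was the same in both sets for 64.0% of probes (r across probes 0.456). With the step as a covariate, 574 probes had unadjusted p < 0.05 and 0 passed.

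Over the whole interval from 6 to 24 months, Eif2s2 (spot 5444), a subunit of a translation initiation factor, had a mean z of 0.439 ± 0.103 (SD, n = 10) at 6 months and 0.246 ± 0.162 (n = 10) at 24 months, a difference of -0.193 ± 0.0591 (SE, unadjusted p = 0.00202). Sarm1 (spot 8062), which drives axon degeneration, differed by -0.203 ± 0.0629, Gtf3c6 (spot 6368), a subunit of an RNA polymerase III transcription factor, by -0.181 ± 0.0608, and Cycs (spot 6872), cytochrome c, by -0.145 ± 0.0504. Tnks1bp1 differed by -0.168 ± 0.0629 (unadjusted p = 0.0103). Nlk again differed by -0.15 ± 0.0497 at spot 166 and by 0.104 ± 0.105 at spot 6713. Adjusted p was 0.883 for each gene with unadjusted p < 0.05.

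Wnt signalling genes averaged -0.0569 from 6 to 24 months (95% CI -0.102 to -0.0117), with 7 of 8 lower and Btrc at -0.170 ± 0.0691, and fry gave adjusted p = 0.167. Ribosomal proteins had 10 of 12 members higher with a mean of 0.0665 (95% CI -0.139 to 0.272), or 0.0256 (95% CI -0.0400 to 0.0911) with the step as a covariate, and Rpl7 differed by 0.167 ± 0.110. Their camera adjusted p was 0.145, and the adjusted p = 0.809 with an estimated correlation. In the Werner, telomere and DNA repair list 8 of 17 were lower, with Tnks2, a tankyrase, at -0.187 ± 0.0683. Of 2 myelin and oligodendrocyte markers, Fth1, the ferritin heavy chain, rose by 0.190 ± 0.0758 when adjusted over the list alone (adjusted p = 0.0314) and did not pass over all probes, while Car2 differed by 0.0300 ± 0.0470.

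Between 6 and 24 months 0 of 3976 probes passed adjusted p < 0.05 by limma, and 210 had unadjusted p < 0.05 (12 higher, 198 lower), or 324 with the step as a covariate (78 higher, 246 lower). With the z-ratio rule 62 probes passed (3 higher, 59 lower), and 0 after Benjamini-Hochberg adjustment. There were 79 probes at unadjusted p < 0.05 within arrays 1 to 45 and 435 within arrays 46 to 67, with the same sign in both sets for 52.7% of probes (r across probes 0.0299). Following each probe over both intervals by the z-ratio rule, 72 were lower only in the later interval, 33 only in the earlier, 5 were higher only in the earlier and 2 only in the later, and 1 was higher and then lower. By limma none of the 8 patterns with a change in either interval held a probe, and all 3976 were without a change in both.

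**Figure D2:**
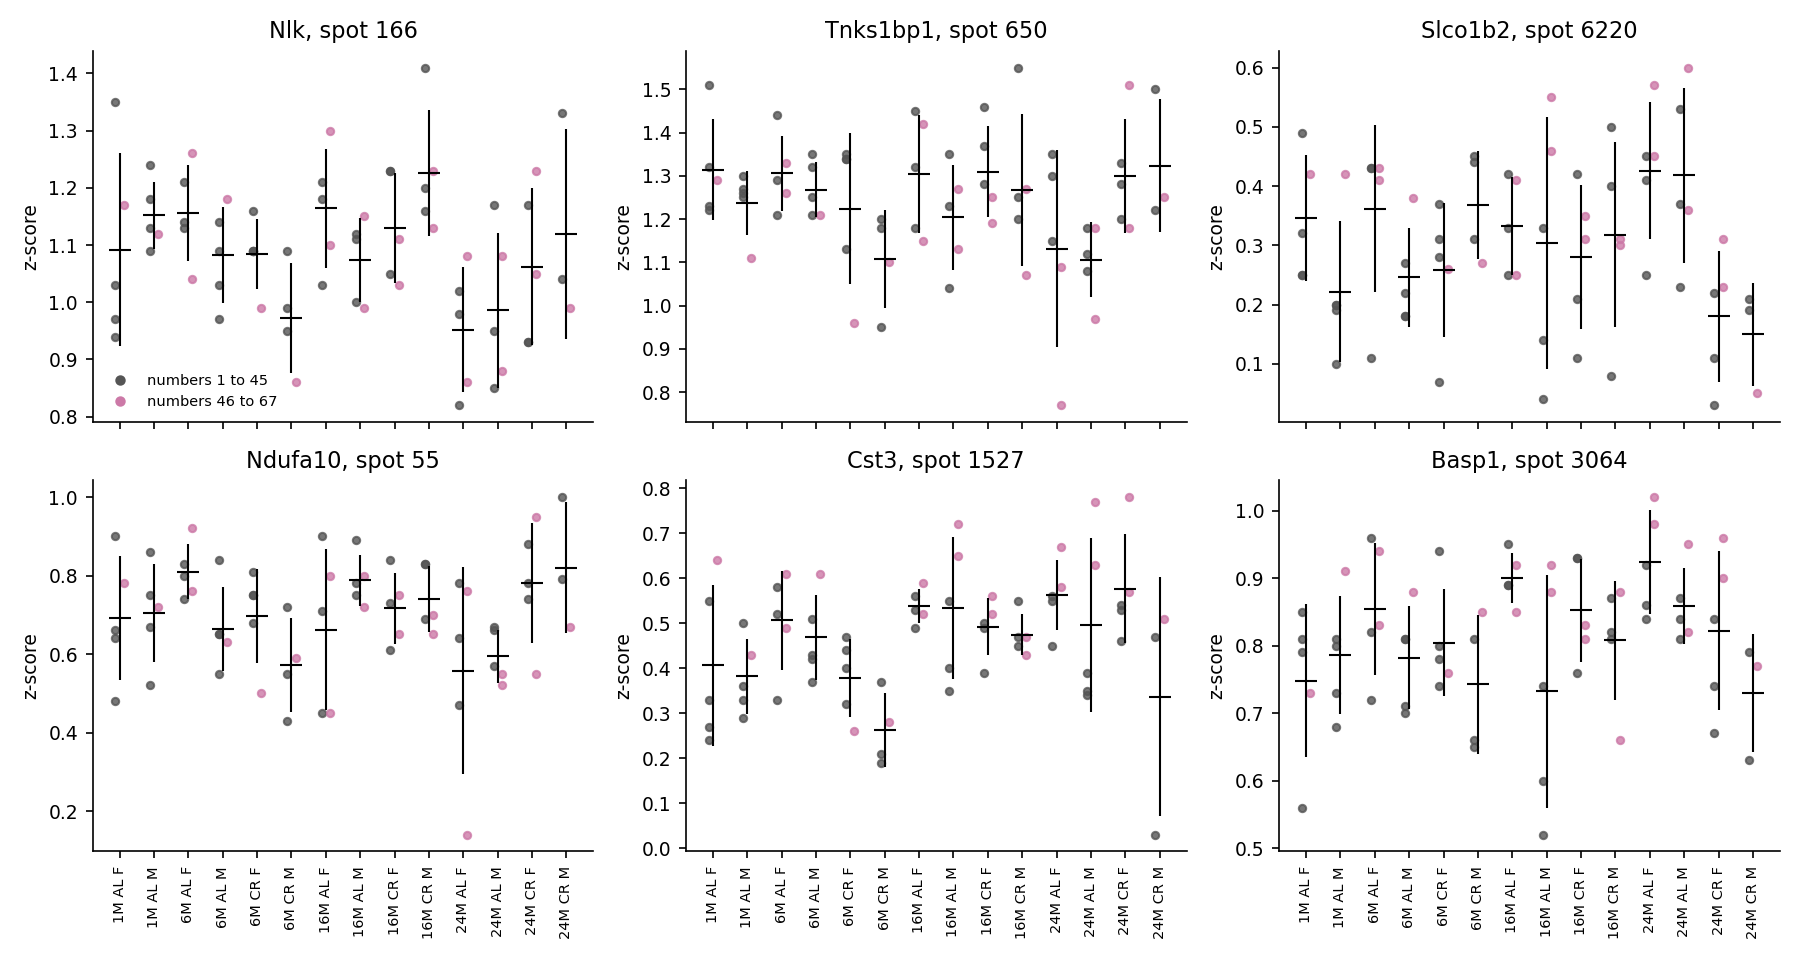
Z-score of each mouse (points) with the group mean and SD (bars) for Nlk, Tnks1bp1, Slco1b2, Ndufa10, Cst3 and Basp1 in the 14 groups. Nlk at spot 166 averages 1.12 at 16 months and 0.969 at 24 months in mice fed ad libitum.

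Caloric restriction at 6 months was compared with ad libitum feeding to ask what an early effect of diet looks like. Of the probes with unadjusted p < 0.05, 84 were lower under restriction and 6 higher. Cst3 (spot 1527), the secreted protease inhibitor cystatin C, had a mean z of 0.487 ± 0.0981 (SD, n = 10) in mice fed ad libitum and 0.327 ± 0.0997 (n = 9) in restricted mice, a difference of -0.167 ± 0.0565 (SE). Mtmr14 (spot 493), a phosphoinositide phosphatase, differed by -0.190 ± 0.0608, Acp1 (spot 427), a tyrosine phosphatase, by -0.184 ± 0.0595, the zinc finger gene Zfp213 (spot 451) by -0.176 ± 0.0583, and Ift20 (spot 1738), a part of the transport machinery of cilia, by -0.156 ± 0.0496. Adjusted p by limma was 1 for each. Of 4 astrocyte markers, Cst3 fell when adjusted over the list alone (adjusted p = 0.0200), while Glul differed by 0.0382 ± 0.0657 and Aldoc by 0.0548 ± 0.0981.

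At 6 months all 8 heat shock genes were lower under restriction, with Hsph1 at -0.0870 ± 0.0953, and all 7 cholesterol and lipid synthesis genes, with Acacb, an acetyl-CoA carboxylase, at -0.127 ± 0.0697. Camera gave adjusted p = 0.50 and 0.406. Wnt signalling genes had 7 of 8 lower (adjusted p = 0.274), and the Werner, telomere and DNA repair list 13 of 17, with Ercc4, a repair nuclease subunit, at -0.145 ± 0.0683. The respiratory chain gene Cox4i1 differed by -0.180 ± 0.0772 and Ogdh of the citrate cycle by -0.156 ± 0.0663. Ribosomal proteins had 7 of 12 higher (camera adjusted p = 0.50); with the step as a covariate the list passed at adjusted p = 0.0413, and adjusted p = 0.499 with an estimated correlation.

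For restriction at 6 months 0 of 3976 probes passed by limma, and 90 had unadjusted p < 0.05. The z-ratio rule passed 106 probes (3 higher, 103 lower) and 0 after Benjamini-Hochberg adjustment. Arrays 1 to 45 alone gave 51 probes at unadjusted p < 0.05 and arrays 46 to 67 gave 139, and the sign was the same in both for 54.8% of probes (r across probes 0.124).

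Restriction at 16 months was compared with ad libitum feeding in the same way. Ldah (spot 5974), a lipid droplet hydrolase, had a mean z of 0.0230 ± 0.157 (SD, n = 10) in mice fed ad libitum and 0.167 ± 0.135 (n = 10) in restricted mice, a difference of 0.144 ± 0.0584 (SE, unadjusted p = 0.0174). Nsun3 (spot 6110), a mitochondrial tRNA methyltransferase, differed by 0.162 ± 0.0745, Tgif2 (spot 6568), a transcriptional repressor, by 0.127 ± 0.0587, Cstf3 (spot 6589), an mRNA 3' end processing factor, by 0.126 ± 0.0596 and Etnk1 (spot 691), an ethanolamine kinase, by 0.124 ± 0.0559. Every list mean lay within 0.0395 of 0 at this age, with extracellular matrix genes lowest at -0.0395 (95% CI -0.179 to 0.100, 4 of 5 lower).

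Restriction at 16 months passed 0 of 3976 probes by limma, and 25 had unadjusted p < 0.05 (19 higher, 6 lower), or 50 with the step as a covariate (31 higher, 19 lower). By the z-ratio rule 16 probes passed (11 higher, 5 lower), and 0 after Benjamini-Hochberg adjustment. Within arrays 1 to 45 there were 67 probes at unadjusted p < 0.05 and within arrays 46 to 67 there were 62, and the sign was the same in both for 45.4% of probes (r across probes -0.132).

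At 24 months the direction of the small p-values was the other way from that at 6 months: 183 probes with unadjusted p < 0.05 were higher under restriction and 56 lower. With the step as a covariate 269 were higher and 159 lower, against 24 higher and 122 lower at 6 months. Slco1b2 (spot 6220), an organic anion transporter, had a mean z of 0.422 ± 0.125 (SD, n = 10) in mice fed ad libitum and 0.169 ± 0.0966 (n = 8) in restricted mice, a difference of -0.257 ± 0.0638 (SE). Smap1 (spot 4622), which acts on ARF GTPases in vesicle traffic, differed by -0.261 ± 0.0777. Ndufa10 (spot 55), a subunit of respiratory complex I, was higher by 0.224 ± 0.0677, Atg101 (spot 23), which starts autophagy, by 0.212 ± 0.0635, and Bex1 (spot 557), a brain-expressed adaptor, by 0.186 ± 0.0581. Adjusted p by limma was 0.600 for each. Tnks1bp1 was higher by 0.193 ± 0.0679 and Nlk by 0.122 ± 0.0537 at spot 166, against -0.181 ± 0.113 at its other probe. With the step as a covariate, unadjusted p by limma was 0.0340 at spot 166 and 0.00603 at the other Nlk probe.

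Of 12 respiratory chain genes 8 were higher under restriction at 24 months, and Ndufa10 rose when adjusted over the list alone (adjusted p = 0.0219). Cs rose by 0.188 ± 0.0592 when adjusted over the glycolysis and citrate cycle list alone (adjusted p = 0.0345), although 8 of its 13 members were lower. Synaptic vesicle genes had 11 of 15 higher, with Snap25 at 0.141 ± 0.119. Ribosomal proteins had 11 of 12 lower (camera adjusted p = 0.488), with Rpl7 at -0.180 ± 0.119. Single members of other lists differed by 0.235 ± 0.0890 (Ube2l3), 0.20 ± 0.0746 (Btrc), 0.201 ± 0.0843 (Lss, which makes lanosterol), 0.163 ± 0.0591 (the chaperone Dnajb9) and 0.148 ± 0.0579 (Gss, glutathione synthetase). Adjusted over their list alone, 1 ubiquitin and proteasome gene, 1 Wnt signalling gene and 1 ribosomal protein passed with the step as a covariate. So did 1 of the genes discussed in the published account. In these lists 0 members passed without the step. Of 4 neuron markers Stmn3 differed by 0.188 ± 0.0877, and of 4 astrocyte markers Glul by -0.142 ± 0.0688; 0 passed.

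By limma, 0 of 3976 probes passed for restriction at 24 months, and 239 had unadjusted p < 0.05. The z-ratio rule passed 82 probes (61 higher, 21 lower) and 0 after Benjamini-Hochberg adjustment. There were 144 probes at unadjusted p < 0.05 within arrays 1 to 45 and 253 within arrays 46 to 67, with the same sign in both for 61.8% of probes (r across probes 0.352). With the step as a covariate together with array weights 6 probes passed, all lower, of which Wdr13, Slco1b2, Ftl1 and Timeless carried a symbol. They are named after their values were seen. Wdr13, Slco1b2, Ftl1 and a probe without a symbol lay close together, at spots 6163 to 6220, so these calls may not be independent. The 3 restricted males were 673 days old and the males fed ad libitum 714 to 743 days.

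Averaged over the adult ages, restricted mice had lower z than mice fed ad libitum at Mtmr14 (-0.108 ± 0.0353, SE), Cst3 (-0.0975 ± 0.0328), Rpf2 (spot 512), a ribosome assembly factor (-0.0998 ± 0.0346), Wipf2 (spot 5251), an actin regulator (-0.110 ± 0.0380), and Timeless (spot 2602), which acts at replication forks (-0.0999 ± 0.0356). The estimated difference was larger in males than in females for all 5. It was -0.193 against -0.0220 for Mtmr14, -0.142 against -0.0533 for Cst3 and -0.173 against -0.0267 for Rpf2. For Wipf2 it was -0.169 against -0.0500 and for Timeless -0.181 against -0.0187. The interaction of diet and sex passed 0 of 3976 probes by limma, so a difference between the sexes is not established for these genes. Restricted males numbered only 4 at 6 months and 3 at 24 months. Cst3 averaged 0.517 ± 0.116 (SD, n = 30) in mice fed ad libitum and 0.432 ± 0.147 (n = 27) in restricted mice, and fell when adjusted over the astrocyte list alone (adjusted p = 0.0191). Of 13 glycolysis and citrate cycle genes 8 were lower, with lactate dehydrogenase, Ldha, at -0.140 ± 0.0570, and of 8 heat shock genes 7. Limma passed 0 of 3976 probes, and 104 had unadjusted p < 0.05 (41 higher, 63 lower), or 184 with the step as a covariate (67 higher, 117 lower). By the z-ratio rule 79 probes passed (28 higher, 51 lower), and 0 after Benjamini-Hochberg adjustment. Unadjusted p was under 0.05 for 85 probes within arrays 1 to 45 and for 200 within arrays 46 to 67, and the sign was the same in both for 55.3% of probes (r across probes 0.162). For 99.2% of probes the 95% CI of this difference lay within 0.5 z of 0.

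The 75 probes that passed the z-ratio rule from 16 to 24 months were followed under restriction at 24 months, to ask whether restriction opposes the change with age. All 75 had the opposite sign, and 37 (49.3%) also had unadjusted p < 0.05. The comparisons share the 24-month mice fed ad libitum, so opposite signs arise without an effect. In simulations with no effect of age or diet the median share was 94.7% for opposite sign and 8.75% with an unadjusted p < 0.05 as well, and 78 of 1000 simulations gave a share as large as 49.3%. Chance was therefore not excluded for this share. When the shared mice were split so that each comparison used its own, the medians over 1000 splits were 68.2% for opposite sign and 3.70% with an unadjusted p < 0.05 as well. Leaving out 1 restricted male of 24 months (replicate 2) brought the share of 49.3% to 25.3%.

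Females and males were compared over the 6 adult pairs of groups (30 females, 27 males). Ndufaf1 (spot 883), an assembly factor of respiratory complex I, averaged 0.474 ± 0.165 (SD, n = 30) in females and 0.345 ± 0.143 (n = 27) in males, a difference of 0.134 ± 0.0401 (SE, unadjusted p = 0.00164). Ndufb6 (spot 913), a subunit of the same complex, was higher in females by 0.115 ± 0.0373, Serpinb9b (spot 927), a protease inhibitor, by 0.13 ± 0.0399, Bag6 (spot 1432), a chaperone, by 0.122 ± 0.0402, and Basp1 (spot 3064), a membrane protein of growing neurites, by 0.0839 ± 0.0269. Basp1 and Ndufb6 were higher in females in all 6 pairs of groups and the other 3 genes in 5. The genes were picked for small p over these same pairs, so this agreement is not independent evidence. Ndufb6 and Basp1 rose in females when adjusted over the respiratory chain and neural development lists alone (adjusted p = 0.0420 and 0.0256), although 6 of the 8 neural development genes were lower in females.

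Glycolysis and citrate cycle genes had 11 of 13 members higher in females, averaging 0.0349 (95% CI -0.0124 to 0.0821), with Idh3a at 0.0926 ± 0.0331 (camera adjusted p = 0.231, adjusted p = 0.593 with an estimated correlation). Of 12 respiratory chain genes 9 were higher in females, of 30 ubiquitin and proteasome genes 21, of 12 ribosomal proteins 10 and of 8 heat shock genes 7. The ribosomal mean of 0.0208 went to 0.00598 with the step as a covariate. With the step as a covariate, fry passed the glycolysis and citrate cycle list and the Werner, telomere and DNA repair list (adjusted p = 0.0194 for both), while camera did not (adjusted p = 0.234 and 0.583, and adjusted p = 0.209 and 0.482 with an estimated correlation). Kdm6a, an X-linked gene, differed by 0.0546 ± 0.0582 at spot 92 and 0.00428 ± 0.0334 at spot 3866. The Y-linked gene Eif2s3y was dim in both sexes, with a mean z of -1.23 ± 0.188 (SD, n = 30) in females and -1.17 ± 0.256 (n = 27) in males, so its probe did not separate the sexes.

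Between the sexes 0 of 3976 probes passed by limma, and 148 had unadjusted p < 0.05 (98 higher in females, 50 lower), or 306 with the step as a covariate (174 higher, 132 lower). With the z-ratio rule 96 probes passed (61 higher, 35 lower), and 0 after Benjamini-Hochberg adjustment. Arrays 1 to 45 gave 158 probes at unadjusted p < 0.05 and arrays 46 to 67 gave 221, with the same sign in both for 53.9% of probes (r across probes 0.127). With the step as a covariate together with array weights 12 probes passed, including Ndufaf1, Ndufb6, Serpinb9b, Bag6, Idh3a and Zfp213, all higher in females, and Tgfb2, lower; these are named after their values were seen.

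**Figure D3:**
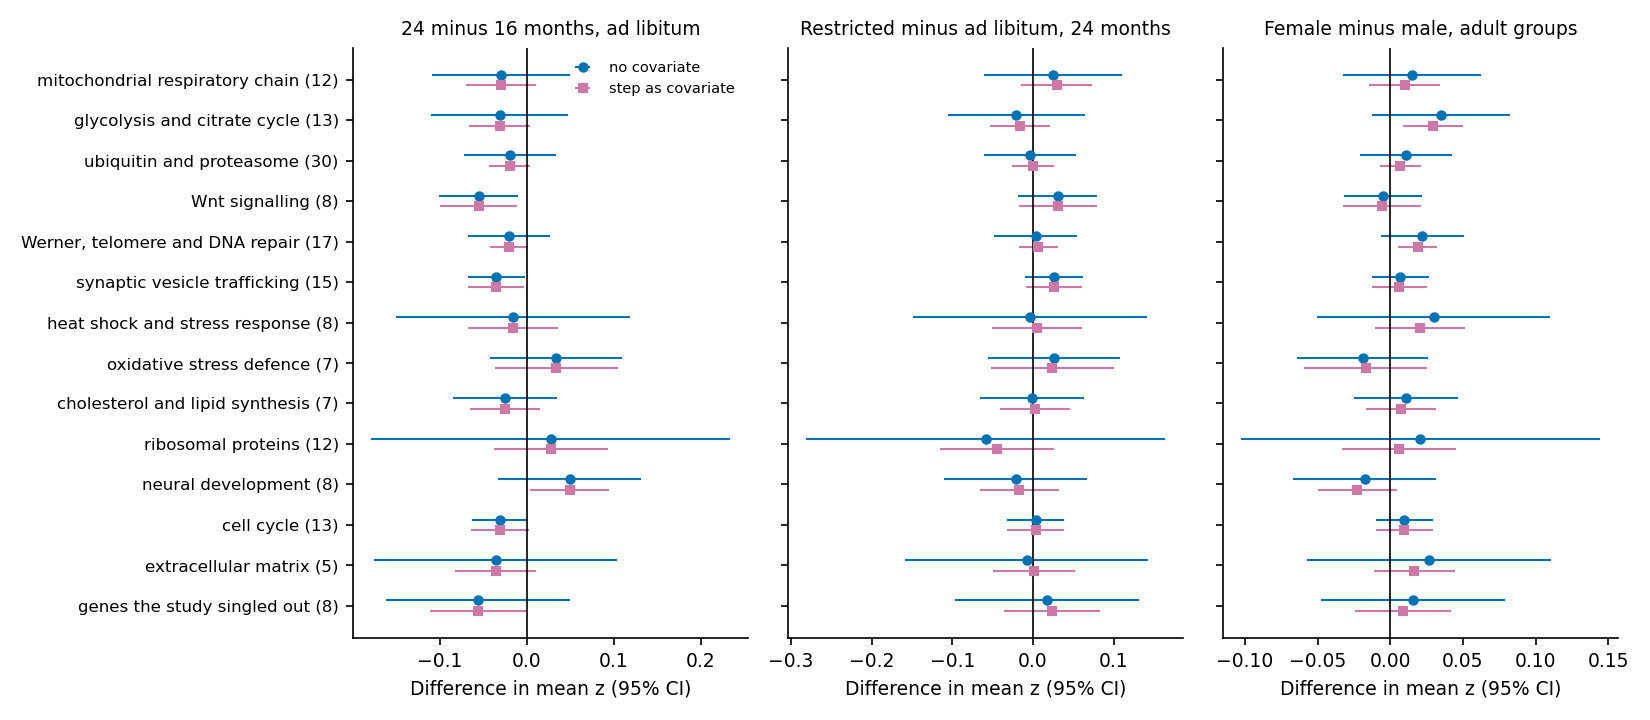
Mean difference in z with its 95% CI for the 14 lists with at least 5 measured genes (number in brackets), from 16 to 24 months, for restriction at 24 months and for females against males, without a covariate (circles) and with the step as a covariate (squares). Wnt signalling averages -0.0554 from 16 to 24 months.

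Differences between the sexes in the age change were tested in mice fed ad libitum. Nsf (spot 1879), an ATPase of membrane fusion, had the smallest p among named genes (0.00779). Its mean z was 1.12 ± 0.0567 (SD) in females and 0.898 ± 0.0795 in males of 16 months, and 0.862 ± 0.149 in females and 0.970 ± 0.0728 in males of 24 months. By limma, 0 of 3976 probes passed and 27 had unadjusted p < 0.05, or 231 with the step as a covariate. Ideal p-values would give 199 by chance. Regroupings of the same arrays had a median of 119 probes, or 52 within the sets, and 206 with the step as a covariate. For differences between the sexes in the effect of restriction, Baz2b (spot 499), a bromodomain protein, averaged 0.436 ± 0.0802 in males fed ad libitum and 0.188 ± 0.0779 in restricted males of 16 months, against 0.286 ± 0.0688 and 0.350 ± 0.12 in females. In this test 0 of 3976 probes passed by limma and 89 had unadjusted p < 0.05, or 320 with the step as a covariate.

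Differences between the diets in the age change were smallest in p, among named genes, for Atg101 (0.00372), Ndufa10 (0.00383), Ift20 (0.00481), Tnks1bp1 (0.00659) and Slco1b2 (0.00741). Slco1b2 averaged 0.418 ± 0.147 (SD) in males and 0.426 ± 0.115 in females fed ad libitum at 24 months, and 0.15 ± 0.0872 and 0.180 ± 0.110 in restricted mice. Limma passed 0 of 3976 probes here, and 97 had unadjusted p < 0.05, or 218 with the step as a covariate. The z-ratio rule has no form for these 3 interactions.

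**Figure D4:**
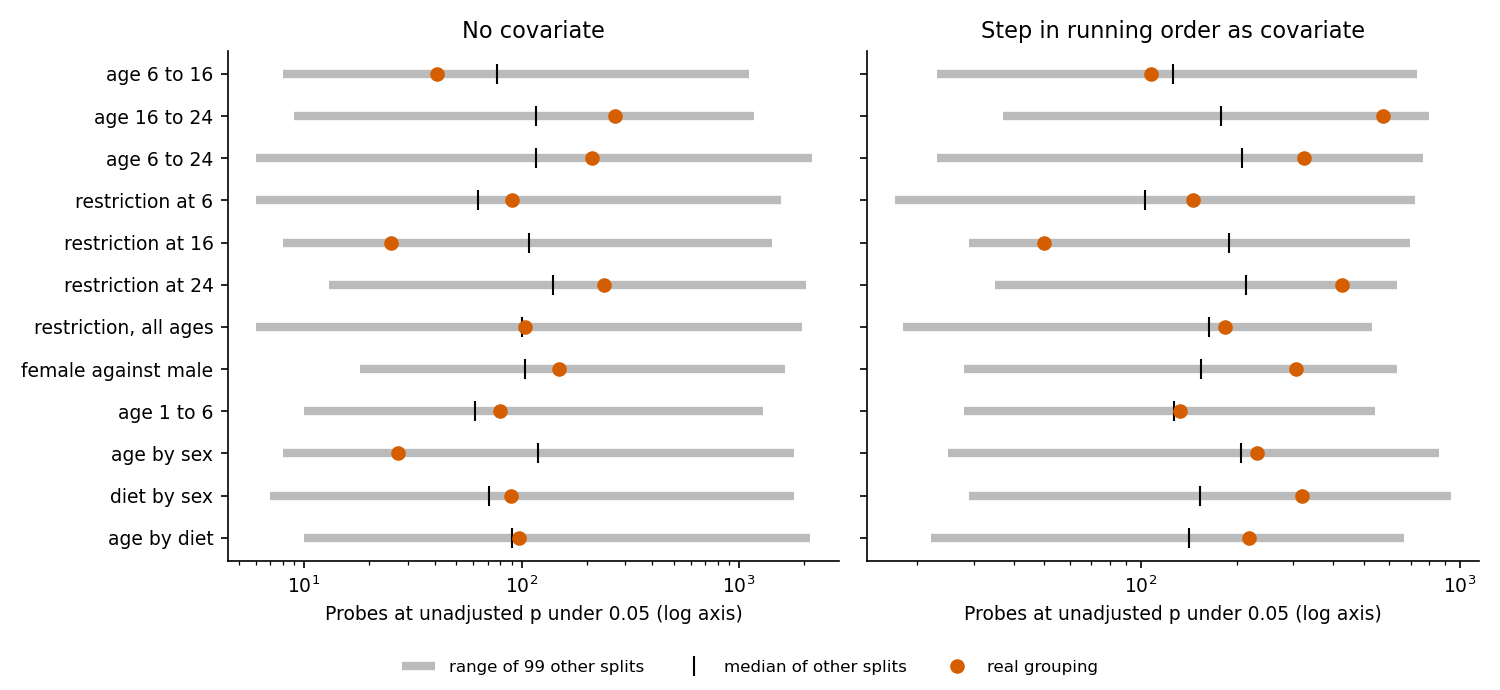
Probes at unadjusted p < 0.05 (log axis) in the real grouping (circles) and in other splits of the same arrays (range and median), without a covariate (left) and with the step as a covariate (right). From 16 to 24 months the real grouping gives 268 probes and the highest of the other splits 1169.

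Mice of 1 month, the youngest, were compared with mice of 6 months fed ad libitum. Zdhhc6 (spot 7907), a palmitoyltransferase, averaged 0.314 ± 0.149 (SD, n = 10) at 1 month and 0.494 ± 0.0950 (n = 10) at 6 months, a difference of 0.180 ± 0.0569 (SE, unadjusted p = 0.00322). Wipf1 (spot 7888), an actin regulator, was higher at 6 months by 0.203 ± 0.0699, Secisbp2 (spot 7913), needed to make selenoproteins, by 0.184 ± 0.0647, Snap23 (spot 6335), a membrane fusion protein, by 0.170 ± 0.0589 and the kinesin gene Kif18a (spot 7938) by 0.162 ± 0.0597. Cell cycle genes had 11 of 13 members higher at 6 months, with Mcm5 at 0.173 ± 0.109, and respiratory chain genes 8 of 12, with Atp5l at 0.158 ± 0.0590 and Cycs at 0.127 ± 0.0562. Cholesterol and lipid synthesis genes had 6 of 7 higher and Wnt signalling genes 6 of 8, with Myc at 0.131 ± 0.0642. The smallest camera adjusted p of these lists was 0.503.

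Between 1 and 6 months 0 of 3967 probes passed by limma, and 80 had unadjusted p < 0.05 (74 higher, 6 lower), or 133 with the step as a covariate (107 higher, 26 lower). The z-ratio rule passed 64 probes (60 higher, 4 lower) and 0 after Benjamini-Hochberg adjustment. Within arrays 1 to 45, 176 probes had unadjusted p < 0.05 and within arrays 46 to 67, 52, and the sign was the same in both for 45.6% of probes (r across probes -0.0811).

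Over all 9 contrasts, 14 lists with at least 5 measured genes gave 126 tests. Camera passed 0 of them, 0 with an estimated correlation, and fry 0 in a direction or mixed, at adjusted p < 0.05. The smallest adjusted p was 0.145 by camera and 0.167 by fry.

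The spread between mice was compared at 24 and 6 months, to ask whether old mice vary more. The median distance of an array from the other arrays of its group averaged 0.146 ± 0.0361 z (SD, n = 10) at 6 months and 0.203 ± 0.0712 z (n = 10) at 24 months in mice fed ad libitum. The difference of 0.0569 passed a two-sided permutation test (p = 0.0174). Arrays of a group share their mutual distances, so the values permuted are not independent. This p and the other permutation p-values for the spread are therefore approximate. Among arrays numbered 1 to 45, with distances taken within that set, the averages were 0.116 (n = 7) and 0.115 (n = 6), exact permutation p = 0.964. Among arrays 46 to 67 they were 0.100 (n = 2) and 0.205 (n = 4), exact permutation p = 0.133. There each group compared held 2 arrays, which share the same mutual distance, so the values are not independent. With 15 splits that test also could not have reached significance, so it decides nothing about age in this set. Leaving out the array numbered 67, a 24-month female, brought the difference to 0.0264 (permutation p = 0.132), and taking off the mean of each set of arrays brought it to 0.0186 (p = 0.396).

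**Figure D5:**
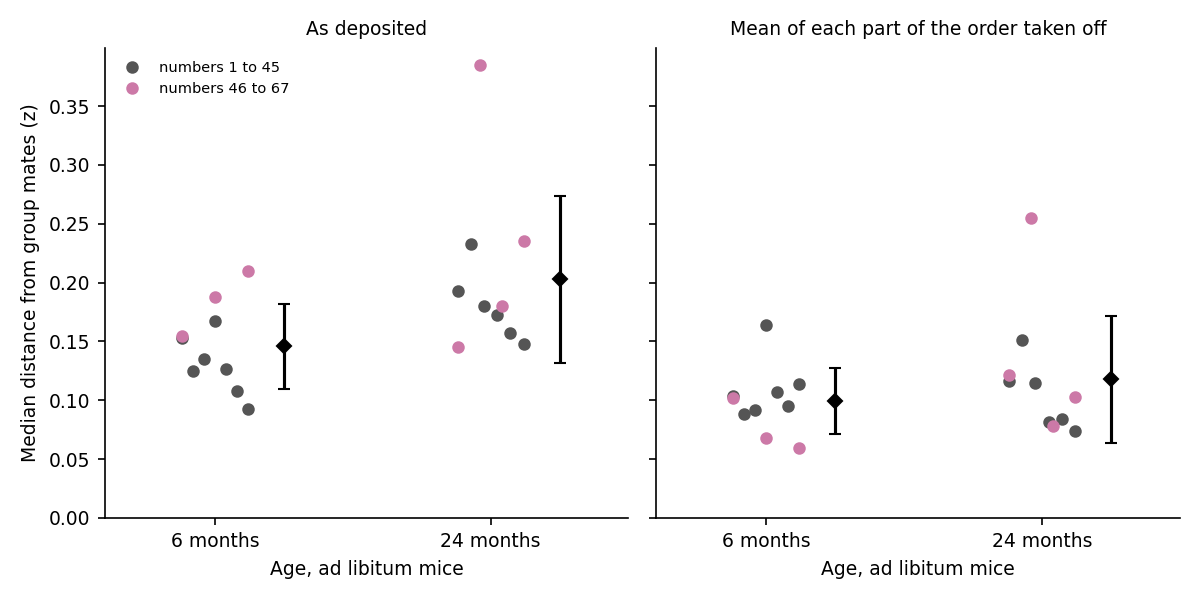
Distance of each array from the other arrays of its group (z) for mice fed ad libitum of 6 and 24 months, as deposited and with the mean of each set of arrays taken off; colours mark arrays 1 to 45 and 46 to 67. The difference between ages is 0.0569 z as deposited and 0.0186 z after.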

Values the study reported

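The paper counts a gene as age-associated where its expression changed between 16 and 24 months. In the cerebral cortex 2.6% of all genes were age-associated, against 3.8% in the spinal cord and 0.8% in the striatum.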

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

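The counts over other splits of the arrays were planned; those with the step as a covariate, those exchanged within the sets of arrays and the tests on the step between running numbers 45 and 46, on the spread between mice and on probes of the same gene were chosen only after the result was seen.

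In 5 of 30 sets of values, each a group and a measure per array, an array lay far from the others of its group; chance gives about 1 in 20. All 5 concerned the median correlation with the other arrays. It was 0.777 for replicate 5 of the 1-month females fed ad libitum (next lowest 0.941) and 0.708 for replicate 5 of the 1-month males (next 0.920). It was 0.722 for replicate 5 of the 6-month males fed ad libitum (next 0.917), 0.669 for replicate 5 of the restricted 6-month females (next 0.941) and 0.698 for replicate 4 of the restricted 6-month males (next 0.942). Each was the only array of its group numbered above 45.

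The arrays numbered 46 to 67 stood apart from those numbered 1 to 45 on the first principal component. A different make-up of the groups is argued against, since the sets were separated in 14 of 14 groups. A gradual drift is argued against as well, since the slope within the sets gave 12.5% of the difference between them. A candidate explanation is a change in the filters or their printing that follows spot position: the 22 spot classes explained 62.3% of the shift, against at most 0.594% for random classes. What changed between numbers 45 and 46 stays open, and no biological explanation was tested, since every group lies on both sides.

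Mice of 24 months lay farther from the others of their group than mice of 6 months, by 0.0569 z. With the mean of each set of arrays taken off, the difference was 0.0186 z, and without the array numbered 67 it was 0.0264 z. The step and 1 array may therefore account for most of this pooled difference. The sexes differed once the set means were taken off. Distances of females ran from 0.0680 to 0.103 z at 6 months and from 0.114 to 0.255 z at 24 months, without overlap. Those of males ran from 0.0595 to 0.164 z at 6 months and from 0.0735 to 0.102 z at 24 months. The sexes were not tested apart. Age stays open: the 95% interval of the corrected difference ran from -0.0135 to 0.0577 z, which holds both 0 and the difference first seen. Without array 67 as well the interval ran from -0.0220 to 0.0203 z, but that array was left out because it lay farthest, so this does not exclude age.

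Probes assigned to the same gene agreed poorly in mean level. Wholly random assignment of names is argued against by a small margin, since r over pairs was 0.128 and the highest of 1000 shuffles of the names within the spot classes gave 0.122; 98 of the shifts of the names along the spots, 1 for each spot, gave an r at least as high. Spot position as the reason for the low r is argued against, since r was 0.0881 (95% CI 0.0295 to 0.146) with the level of each class taken off. Whether the names are shifted along the spots by a fixed number was not decided. The highest r over all shifts was 0.201, above the 0.128 of the names as given. What r correctly named probes would give was not measured. Among the 229 pairs that both passed the filter r was 0.12 (95% CI -0.00991 to 0.246), but the filter narrows the range of the levels being correlated, so this decides nothing about dim probes. The reason for the poor agreement stays open, and no biological explanation was tested.

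For each count of probes, the real grouping was compared with 99 other splits of the same arrays, the other factors held; with the step as a covariate, arrays were exchanged only within each set. In none of these counts was the share as large under 5 of 100, so chance could not be excluded for any of them. From 6 to 16 months 79 of 100 splits gave as many probes at unadjusted p < 0.05 as the real one (41, highest other 1116), 61 with the step as a covariate (108, highest other 735) and 48 by the z-ratio rule (39, highest other 805). From 16 to 24 months these numbers were 23 (268, highest other 1169), 6 (574, highest other 801) and 22 (75, highest other 875). From 6 to 24 months they were 27 (210, highest other 2158), 30 (324, highest other 768) and 31 (62, highest other 879). From 1 to 6 months they were 41 (80, highest other 1284), 45 (133, highest other 541) and 29 (64, highest other 793).

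Restriction at 6 months gave 37 of 100 splits as large (90, highest other 1562), 36 with the step as a covariate (146, highest other 723) and 10 by the z-ratio rule (106, highest other 396). At 16 months the numbers were 94 (25, highest other 1420), 95 (50, highest other 697) and 85 (16, highest other 844). At 24 months they were 29 (239, highest other 2027), 9 (428, highest other 637) and 15 (82, highest other 840). Over all adult ages they were 48 (104, highest other 1944), 44 (184, highest other 531) and 21 (79, highest other 820).

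For females against males 35 of 100 splits were as large (148, highest other 1621), 18 with the step as a covariate (306, highest other 633) and 18 by the z-ratio rule (96, highest other 663). The interaction of age and sex gave 90 (27, highest other 1790) and 43 with the step (231, highest other 859), that of diet and sex 41 (89, highest other 1798) and 10 (320, highest other 935), and that of age and diet 49 (97, highest other 2122) and 29 (218, highest other 669). Splits that call many times the real count point to a structure of the samples. The step between numbers 45 and 46 is such a structure, but some splits within the sets still called many times the real count with the step as a covariate, so it does not account for all of it, and no other structure was tested.

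Splits over both sets can be unbalanced over the step, so the 21 counts without a covariate and by the z-ratio rule were also compared with splits within the sets. For 19 of them at least 9 of 100 splits were as large. Restriction at 24 months gave 3 of 100 at unadjusted p < 0.05 (239, highest other 319), against 22 by the z-ratio rule (82, highest other 177), and restriction at 6 months gave 3 by the z-ratio rule (106, highest other 222), against 24 at unadjusted p < 0.05 (90, highest other 339). Among 21 such counts about 1 would fall under 5 of 100 by chance, and with the step as a covariate restriction at 24 months gave 9 and at 6 months 36, so chance is not excluded for restriction at either age.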

How the results depend on the processing

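The fits with the step as a covariate, those within each set of arrays and those without array 67 were chosen only after the result was seen; the others were planned. Every count of probes past adjusted p < 0.05 stayed at 0 by limma without the filter and with quantile normalization. It also stayed at 0 with a trended robust prior, with all 67 arrays and with the running number in 5 blocks. The same held with the mean of the probes of a gene, with the step as a covariate, and without each array in turn. Within each set of arrays the counts of the 9 contrasts stayed at 0, and values of the 3 interactions within the sets are not given here. The exceptions follow, and the cause was not tested. With array weights 1 probe without a symbol passed from 6 to 16 months. With the step and array weights 6 probes passed for restriction at 24 months, 12 for females against males and 2 for the interaction of age and diet. With the step and centred spot classes 1 passed for restriction at 24 months. By the z-ratio rule 39 probes passed from 6 to 16 months, 75 from 16 to 24, 62 from 6 to 24 and 64 from 1 to 6 months, 106, 16, 82 and 79 for restriction at 6, 16 and 24 months and over all ages, and 96 for sex; 113 probes had an age pattern. That rule adjusts for no multiple tests.

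The share of age-associated probes opposed by restriction was 49.3% and lay between 25.3% and 73.2% without each array; the lowest was without replicate 2 of the restricted 24-month males. The difference in spread of 0.0569 z fell to 0.0186 z with the mean of each set taken off, to 0.0264 z without array 67, and to -0.000333 z with both, where its sign reversed. Without each array in turn it lay between 0.0264 z and 0.0680 z, and it lost significance without any of 6 of the 20 arrays: replicates 3, 4 of the 6-month males, replicate 3 of the 6-month females, replicates 4 and 5 of the 24-month males and replicate 5 of the 24-month females. Over the 14 lists and 9 contrasts, 4 members passed when adjusted over their list alone, and 14 did with the step as a covariate. These counts leave out lists under 5 genes. There Stmn3, Uchl1, Fth1 and Cst3 also passed without the step, Cst3 for restriction both at 6 months and over all ages. By camera 0 lists passed; 2 did with the running number in 5 blocks, 1 with the step as a covariate, and 0 to 1 without each array. The lists were ribosomal proteins from 6 to 24 months (adjusted p = 0.0490, and adjusted p = 0.5679 with an estimated correlation) and for restriction at 6 months (0.0321 in blocks and 0.0413 with the step, 0.4926 and 0.499 with an estimated correlation). The alternatives for 50 values of single genes were fits to the same arrays and are no replication. Of 1947 alternatives, 1942 kept the direction and the side of the threshold and 0 reversed. The other 5 passed with the step and array weights: Slco1b2 for restriction at 24 months (adjusted p = 0.0107), and Ndufaf1, Serpinb9b, Bag6 (adjusted p = 0.0476 each) and Ndufb6 (adjusted p = 0.0494) for sex. The labels name no shared animal, litter or day, so no pairs were formed; the running numbers cycle through the groups, and the 5 blocks follow that cycle.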

Other observations

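Markers of other cell types and tissues were few, and most had wide errors. From 16 to 24 months the microglia and macrophage markers Ctsz and Lyz2 differed by -0.0370 ± 0.175 (SE) and 0.00400 ± 0.270, and the immune genes Irf1 and Bst2 by -0.0140 ± 0.135 and -0.00800 ± 0.271. The endothelial markers Bsg and Pecam1 differed by 0.0860 ± 0.191 and 0.0210 ± 0.361, the striatal marker Meis2 by -0.0180 ± 0.142 and the hippocampal marker Zbtb20 by 0.0440 ± 0.100. Among immediate early genes Ier5 differed by -0.130 ± 0.0711 and Klf4 by 0.0415 ± 0.0874. In insulin and growth factor signalling Akt1 differed by 0.0190 ± 0.0692, Foxo3 by 0.00500 ± 0.0615 and Nfkbia by -0.0390 ± 0.0658. Extracellular matrix genes had 3 of 5 lower, with the laminin gene Lamc1 at -0.152 ± 0.0751, and oxidative stress genes 4 of 7 higher, with Gss at -0.121 ± 0.0536. Choroid plexus, red blood cell and Notch lists had 0 genes with a mean z above 0.

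Among genes discussed in the published account, Elovl6, a fatty acid elongase, differed from 6 to 24 months by -0.207 ± 0.0810 at spot 7932, by -0.0480 ± 0.0641 at spot 262 and by 0.00400 ± 0.0595 at spot 1967.

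From 16 to 24 months 0.888% of spots passed the z-ratio rule. That share is lower than the published one for this interval, which covers both filters of the pair and not filter A alone. Under restriction 1.25% of spots passed that rule at 6 months, 0.189% at 16 months and 0.971% at 24 months.

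Residuals of neighbouring spots were correlated within an array: r was 0.375 for the next spot and 0.428 for spots 22 apart, against 0.000415 for random pairs. Some genes named for the same comparison lay at nearby spots, such as 427, 451 and 493 for restriction at 6 months. Such genes may therefore not be independent. The mean level of spots also followed the spot class, which explained 24.6% of its variance.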
